# Ovarian and Breast Cancer Spheres Are Similar in Transcriptomic Features and Sensitive to Fenretinide

**DOI:** 10.1155/2013/510905

**Published:** 2013-10-08

**Authors:** Haiwei Wang, Yuxing Zhang, Yanzhi Du

## Abstract

Cancer stem cells (CSCs) are resistant to chemotherapy and are ability to regenerate cancer cell populations, thus attracting much attention in cancer research. In this report, we first demonstrated that sphere cells from ovarian cancer cell line A2780 shared many features of CSCs, such as resistance to cisplatin and able to initiate tumors in an efficient manner. Then, we conducted cDNA microarray analysis on spheres from ovarian A2780 cells, and from breast MCF7 and SUM159 cells, and found that molecular pathways underlying spheres from these cancer cell lines were similar to a large extent, suggesting that similar mechanisms are involved in the genesis of CSCs in both ovarian and breast cancer types. In addition, we showed that spheres from these cancer types were highly sensitive to fenretinide, a stimulus of oxidative stress-mediated apoptosis in cancer cells. Thus, our results not only provide important insights into mechanisms underlying CSCs in ovarian and breast cancer, but also lead to the development of more sophisticated protocols of cancer therapy in near future.

## 1. Introduction

Cancer stem cells (CSCs) or tumor-initiating cells (TICs) were first identified in leukemia [1] and lately were found in solid tumors such as breast [2], brain [3], colon [4], pancreatic cancer [5], and ovarian cancers [6]. CSCs shared two important features with normal stem cells including self-renewal and differentiation. CSCs are important for tumor growth and recurrence, thus attracting much attention in cancer researches [7–9]. Although several cell surface markers such as CD133 and CD44 are successfully used to identify CSCs in some tumor types [10], the identification of CSCs in many other types of tumors is still a challenging issue due to the lack of specific markers. Alternatively, the sphere cell culture represents a widely used method to enrich CSCs. This method was firstly used for* in vitro* culture of normal breast and brain stem cells [11] and subsequently used for CSC studies [12].

Epithelial ovarian cancer is an extremely aggressive disease, without early symptoms whereas with rapid progression [13]. Breast cancer and ovarian cancer are different types of cancer, whereas they share many similar features pathologically and therapeutically. For instance, *BRCA1* and *BRCA2 *are known the breast cancer susceptibility genes whereas they are also correlated with high risk of ovarian cancer [14, 15]. Moreover, anticancer drugs commonly used to treat breast cancer, such as tamoxifen, appear to show great clinical intervention in ovarian cancer [16]. Although, significant progress has been made in the treatment of ovarian and breast cancers over the past decades, most of the patients eventually relapse and die from chemotherapy-resistant disease [17]. Lines of evidence indicate that CSCs are the source of the resistance and recurrent in these cancers, and thus better clinical outcomes are likely to be achieved once CSCs are eliminated [7]. 

Fenretinide, a derivative of vitamin A, has shown its antitumor activity in many tumor types, with low cytotoxicity to normal cells and high clinical safety [18, 19]. Relative to other retinoids, fenretinide exerts distinct biologic effects, preferentially engaging in the apoptotic pathways through generation of ROS [20], activation of lipoxygenase, and induction of endoplasmic reticulum (ER) stress [21]. It is suggested that this chemopreventive agent fenretinide might kill cancer cells at the early stage, and recently we have shown that fenretinide preferentially eradicates acute myelogenous leukemia (AML) [38] and chronic myeloid leukemia (CML) stem/progenitor cells [22]. Accordingly, it is of great interest to investigate whether fenretinide could selectively target CSCs in solid tumors.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

Human ovarian cancer A2780 cells were cultured in RPMI 1640 supplemented with 10% fetal bovine serum (PAA, Linz, Austria). Human breast cancer cell lines MCF7 and SUM159 were cultured in DMEM (Invitrogen, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum. A2780, MCF7, and SUM159 cells were cultured to form the spheres in serum-free media. The sphere formation media (SFM) were DMEM-F12 (Invitrogen) supplemented with 2% B-27, 20 ng/mL epidermal growth factor (Sigma-Aldrich St. Louis, MO, USA), 5 *μ*g/mL insulin (sigma), and 0.4% bovine serum albumin (Amresco Inc., Cleveland, OH). Dissociated cells were seeded in SFM with or without fenretinide treatment and the spheres were observed and photographed using inverted microscope. All the cells were cultured at 37°C in a humidified atmosphere with 5% CO_2_.

### 2.2. MTT Cell Viability Assay

For the cell viability assay, cells were seeded in 24-well plates overnight, and then cells were treated with indicated agents for indicated time course. 100 *μ*L MTT solutions (5 mg/mL in PBS) were added to each well for an additional 3 hrs at 37°C. The MTT was dissolved with 1 mL dimethyl sulfoxide for 1 hr and the absorbance was determined and recorded with a spectra microplate reader DU800 (Beckman Coulter, Brea, CA, USA). For the sphere cell viability, the spheres were formed in sphere-forming conditions and enzymatically dissociated cells were cultured in the suspension plate, and then cells were treated with indicated agents. 

### 2.3. Cell Apoptosis Assay

Cell apoptosis was detected using a FITC-Annexin V Apoptosis Detection Kit (BD Biosciences Pharmingen, San Diego, CA, USA). Briefly, cells were seeded in 6-well plates and exposed to treatments. The floating and trypsinized adherent cells were then collected and detected by flow cytometry. For the apoptosis of sphere cells, the sphere cells were first formed in the SFM, then trypsinized, and seeded in the suspension dish. After treatment with cisplatin (sigma) and fenretinide (sigma), cells were then collected and detected. The total percentage of Annexin V+ PI− and Annexin V+ PI+, as indicated the apoptotic cells, was quantified.

### 2.4. ROS Detection

The intracellular ROS was detected by 2′,7′-dichlorofluorescein diacetate (DCFDA, Sigma). After seeded in 6-well plates for 24 hrs, the cells were pretreated with 100 *μ*M vitamin C and then treated with indicated agents. Cells were collected and cultured with DCFDA for 30 mins. The florescence intensity was detected by flow cytometry. Untreated cells were used as normalization control.

### 2.5. Subcutaneous Model of Ovarian Tumorigenesis

The animal experiments were approved by the Committee on Laboratory Animal Research of Shanghai Jiaotong University, China, and conducted according to the guidelines of the Laboratory Animal Center of Shanghai Jiaotong University School of Medicine. Six-to-eight-week-old female NOD-SCID mice were purchased from Shanghai Slac Animal Center (Shanghai, China). 10000 A2780 sphere cells were injected subcutaneously into the left inguinal area of the mice and the same number of parental cells to the right inguinal area of the same mice. The tumor growth was monitored every five days. After 40 days, the mice were sacrificed and the tumors were excised from the body for analysis.

### 2.6. Reverse Transcription-PCR (RT-PCR) Analysis

Cellular RNA was isolated by Tri-Reagent (Molecular Research Center) using the manufacturer's instructions, DNA was removed from the samples using DNase treatment (DNA-free kit, Ambion Applied Biosystems), and cDNA was synthesized from the purified RNA using Moloney murine leukemia virus reverse transcription kit (Promega, Madison, WI, USA). GAPDH primer sets were used to produce a normalization control. Real-time RT-PCR was carried out in triplicate with the SYBR Green PCR Master Mix (Applied Biosystems, CA, USA) and a 7900HT Fast Real-Time PCR machine (Applied Biosystems).

### 2.7. Microarray Hybridization and Data Mining

Total RNA from A2780, MCF7, and SUM159 parental and sphere cells were amplified and labeled with biotin according to the standard Affymetrix protocol. The fragmented, biotinylated cDNA was then subjected to hybridization with the GeneChip Human Genome-U133 Plus 2.0 array (Affymetrix, Santa Clara, CA). DAVID Bioinformatics Resources analyses of biological themes were performed to explore the underlying themes of those statistically significant differentially expressed genes in terms of biological relevance, for example, functional relevance as revealed by Gene Ontology (GO) enrichment analysis [23] and regulatory relevance as revealed by UCSC conserved transcription factor binding site (TFBS) enrichment analysis [24]. The Benjamini-Hochberg-derived step-up procedure of False Discovery Rate (FDR) was applied to account for multiple hypothesis testing, thus to assess the significance of the biological theme enrichments. The transcriptome profilings of A2780, MCF7, and SUM159 parental and sphere cells are available at GEO accession GSE43657.

### 2.8. Statistical Analysis

Statistical analysis was performed using Student's *t*-test. A *P* value less than or equal to 0.05 was chosen to be statistically significant difference. 

## 3. Results 

### 3.1. Sphere Cells from Ovarian Cancer Cell Line A2780 Are Cisplatin-Resistant

Under a serum-free culture condition, normal stem cells and CSCs can form spheres, which are usually used for the expansion of stem cells *in vitro* [12]. To ensure that sphere cells were single-clone derived, we conducted a limited-dilution of A2780 cells in 96-well plates. After 5 days in culture, A2780-originated spheres were observable under a conventional light microscope (Figure 1(a)). Cisplatin is one of the firstline agents in chemotherapy of ovarian cancer [25]. To test whether sphere cells of this setting were resistant to cisplatin, we compared sphere formations in culture plates with and without the presence of cisplatin. As shown in Figure 1(b), the impact of cisplatin on the sphere formation was minor, even if a high concentration (20 *μ*M) of the agent was used in the culture. Similarly, when the impact of cisplatin on cell viability was examined, respectively, in the parental A2780 cells, the differentiated sphere cells, and the sphere cells (Figure 1(c)), significant difference (*P* < 0.001) was detected between the sphere cells and the A2780 cells/the differentiated sphere cells. In addition, we conducted cell apoptosis assays in the A2780 cells and the sphere cells, with or without the presence of cisplatin. As shown in Figures 1(d) and 1(e), a prominent induction of apoptosis was only observed in the A2780 cells treated with cisplatin, not in the sphere cells treated with the agent. Taken together, these results indicate that the sphere cells of this setting may mimic CSCs of ovarian cells, resistant to the conventional chemoagent cisplatin.

### 3.2. Sphere Cells from Ovarian Cancer Cell Line A2780 Were Highly Tumorigenic

In addition to treatment resistance, CSCs are considered to be drivers of tumor progression. Accordingly, an equal number of the parental or sphere cells (i.e., approximately 10,000) were injected into inguinal area of NOD-SCID mice. Indeed, significantly increased initiation and growth of tumors were observed in mice injected with the sphere cells (Figure 2(a)). Similarly, the median of tumor weights in mice injected with the sphere cells was significantly greater than that in mice injected with the parental cells (Figure 2(b)). These results appear to be consistent with the notion that CSCs drive tumor progression. 

### 3.3. Implications of Molecular Pathways Underlying the Sphere Cells through Transcriptomic Analysis

Similar to a previous approach [26], we applied cDNA microarray to identify transcriptomic features associated with the sphere cells. Accordingly, total mRNA from A2780 parental or sphere cells was extracted and profiled using a whole genome array (Affymetrix Human Genome-U133 Plus 2.0). 

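A2780 is a human ovarian cancer cell line. Its parental cells were grown attached to plastic in RPMI medium with 10% fetal bovine serum. Its sphere cells were grown in suspension in DMEM-F12 without serum, to which 2% B-27, 0.4% albumin from bovine serum, insulin at 5 µg/mL and epidermal growth factor at 20 ng/mL were added. Basal medium, serum, added factors and attachment differ together between the cultures, so a ratio of sphere to parental signal holds all of them. RNA of each culture was read on 1 array, as it was for the breast cancer lines MCF7 and SUM159 later on. Such an array reads a transcript through sets of short probes near its 3′ end, and it carries 54675 probe sets. The deposited values are MAS5 signals, a probe set intensity on a linear scale, and the mean of each array without its highest and lowest 2% of values is 500. The median signal was 63.0 on the parental and 80.6 on the sphere array of A2780. Probes at the 3′ end of ACTB, the cytoskeletal actin, were 1.44 times as bright as those at its 5′ end on the parental array and 1.54 times on the sphere array. The values were used as deposited, with no pseudocount and no filter on low signal. A signal is called dim here when it lies below the 95th percentile of olfactory receptor and hair keratin-associated genes on its array, which was 67.1 for the parental and 71.0 for the sphere array of A2780. The size of a ratio that holds a dim signal is not known exactly. Of the probe sets, 41097 carry exactly 1 gene symbol and give 19775 genes. Another 1801 carry several symbols and were left out, and 11777 are unnamed here. Where a gene had several probe sets, as 10523 genes did, the one with the highest mean log2 signal over the 6 arrays was used. Each gene is described by the log2 ratio of sphere over parental signal and counted as changed when the signals differ by 2-fold or more. With 1 array per culture there is no spread between replicates within a line, so no test was made there, and the number of arrays limits the precision. None of 10 housekeeping genes changed by 2-fold in A2780, where their median log2 ratio was -0.10 (-0.46 with arrays centred on their medians). Centring each array on its own median lowers every log2 ratio of A2780 by about the same amount and brings the median over all genes from 0.01 to -0.35, so a ratio in A2780 that lies just above 0 turns negative under that scaling.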

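In A2780 spheres the largest rise among genes above the median signal on both arrays was that of COL1A1, a chain of fibrillar collagen. Its signal went from 375 to 10613, a log2 ratio of 4.82. NID2, a basement membrane protein, had a log2 ratio of 3.15 and MEOX1, a homeobox transcription factor, of 3.10. The interferon-induced IFI6 stood at 3.78, the calcium-binding S100A4 at 3.03 and the amino acid transporter SLC38A4 at 3.10. Among the largest drops were the inhibitors of DNA binding, which block helix-loop-helix transcription factors. ID2 went from 11746 to 87.3, ID3 from 15505 to 295, ID4 from 8757 to 251 and ID1 from 16315 to 1898. The Notch effector HEY1 (log2 ratio -3.42), its relative HES4 (-2.92) and the BMP-induced inhibitor SMAD6 (-2.59) were also among the 10 largest drops. In all, 3082 genes were up and 2251 were down by 2-fold or more, 5333 of the 19775 measured, or 27.0%. Of these changed genes, 70.9% lay at or below the median signal on both arrays. Olfactory receptor and hair keratin-associated genes, which these cells are not known to use, passed 2-fold in 50.4% of cases (36 up and 22 down of 115). Keeping only genes above the array median on the brighter array left 951 up and 602 down, and with arrays centred on their medians 2296 were up and 3287 down.

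**Figure D1:**
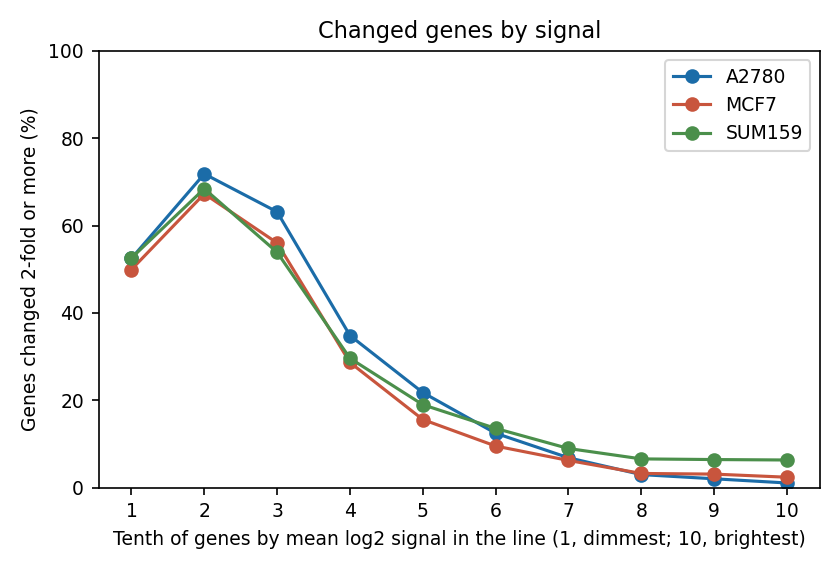
Percent of genes whose signal differed by 2-fold or more between sphere and parental cells, for 10 groups of equal size into which the 19775 genes were ordered by their mean log2 signal in the line, in A2780, MCF7 and SUM159. Each point stands for 1 group of genes in 1 line. In A2780 the percent is 71.8 in group 2, counted from the dim end, and 1.11 in the brightest.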

After data normalization and comparison, a total of 2,812 genes were found characteristically associated with the sphere cells. These genes were then loaded to a database (DAVID Bioinformatics Resources) [27] for the recognition of biological processes potentially important for the sphere cells. 

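Genes of cell-cell signaling went both ways in A2780 spheres. Of 163 signaling ligands and transmitter receptors, 40 were up and 32 down by 2-fold or more. CRHBP, which binds corticotropin-releasing hormone, went from 2.3 to 749. CHRNA3, a subunit of the nicotinic acetylcholine receptor, had a log2 ratio of 1.28, and the peptide EDN2 went from 69.6 to 14.3. Among genes of proliferation, 0 of 30 mitosis genes and 0 of 26 DNA replication genes changed by 2-fold. The mitosis genes had a median log2 ratio of -0.45, at percentile 0.00 of random lists matched on signal, and the cyclin gene CCNA2 stood at -0.42. Of 31 genes of innate defense and the acute phase, 7 were up and 10 down. SERPINA1, an inhibitor of neutrophil elastase, went from 42.5 to 102 (a log2 ratio of -0.46 with the mean of its probe sets) and the complement protease C1R from 66.4 to 10.8. Of 27 genes of coagulation and the response to wounds, 7 were up and 5 down, and F3, the tissue factor that starts coagulation, went from 14.0 to 83.1. Both signals of C1R and the lower signal of CRHBP, EDN2, SERPINA1 and F3 were dim. The share of members changed was 44.2% for cell-cell signaling against a mean of 43.6% in 10000 random lists of the same size and signal, at percentile 56.7 of those lists. It was 54.8% against 32.6% for innate defense, at percentile 99.7, and 44.4% against 35.5% for coagulation, at percentile 85.3. These percentiles describe the 2 arrays and are no test over replicates. Above the median signal on the brighter array, innate defense kept 1 member up and 2 down, and coagulation 1 up and 2 down.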

As illustrated in Figure 3(a), significant processes associated with the sphere cells were highlighted by cell-cell signaling, cell adhesion, regulation of cell proliferation, sterol biosynthesis, defense response, response to wounding, and hormone regulation. Accordantly, molecular pathways, as significantly revealed through KEGG_analysis, were suggested by steroid biosynthesis, cytokine-cytokine receptor interaction, cell adhesion molecules, Hedgehog (Hh) signaling pathway, and ABC transporters (Figure 3(b)). 

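Genes of steroid biosynthesis were higher in A2780 spheres as a group. Of the 17 measured among 20 listed, 11 were up by 2-fold or more and 0 down, with a median log2 ratio of 1.21. SC5D, which acts late in cholesterol synthesis, went from 1439 to 6479. LSS, which closes the sterol ring, went from 1377 to 5022, and the sterol oxidase MSMO1 from 3804 to 12272. DHCR7, the last enzyme of the pathway, went from 1178 to 3619.8. The share of members changed, 64.7%, compares with a mean of 12.4% in 10000 random lists matched on signal and lay at percentile 100.0 of them. The count of members up was 9 above the median signal and 6 with arrays centred on their medians. Cytokines and their receptors changed in both directions, with 60 up and 47 down of 247, or 43.3% against 38.0% in matched lists. The vascular growth factor receptor FLT1 went from 4.4 to 244, the cytokine LIF from 18.7 to 96.0, the receptor EDAR from 13.2 to 106 and the cytokine IL18 from 83.3 to 16.6, the lower signal of each being dim. Of the cytokine genes above the median signal, 14 were up and 13 down. Of 93 cell adhesion molecules, 19 were up and 17 down. The tight junction protein CLDN19 went from 91.7 to 13.2, its relative CLDN1 from 93.0 to 32.6 (a log2 ratio of 1.03 with the mean of its probe sets), and the heparan sulfate proteoglycan SDC3 from 189.6 to 64.4, each with a dim signal in spheres. Of 73 genes of the extracellular matrix and its receptors, 14 were up and 10 down, the integrin ITGA5 at 1.35 among them. The median log2 ratio was 0.09 for cytokines and 0.16 for adhesion molecules, and it was -0.26 and -0.19 with arrays centred on their medians.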

Of note, the Hh signaling is known to be essential for stem cell self-renewal, organ homeostasis, and wound repair in many tissues, and constitutively activated in many types of cancer. Thus, targeting this signaling pathway has shown promising potential in cancer therapy [27, 28]. The association of the Hh signaling pathway with the sphere cells implicates an important role played by this signaling in the genesis of CSCs in ovarian cancers. 

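In A2780 GLI1, a transcription factor and target of the pathway that is named here after its value was seen, went from 279.9 to 565, a log2 ratio of 1.01 that is 0.66 with arrays centred on their medians and so short of 2-fold there. GLI2 had a log2 ratio of 0.72 and GLI3 of 0.58. SMO, the membrane protein that transmits the signal, was at 0.08 and SUFU, which restrains the GLI proteins, at -0.56. Of 13 core and target genes measured, 4 were up by 2-fold or more and 1 down, with a median log2 ratio of 0.72 (0.36 with arrays centred on their medians), at percentile 98.4 of random lists matched on signal. In the wider KEGG-like list, 10 of 51 measured genes were up and 9 down, and the median was 0.06 (-0.30 with centred arrays), at percentile 56.2. ZIC2, a zinc finger factor related to the GLI proteins, stood at 1.61. A share of 37.3% of the wider list passed 2-fold against 29.1% in matched lists, at percentile 91.9. Members above the median signal were 4 up and 2 down.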

Another interesting pathway associated with the sphere cells was represented by ABC transporters. It is reported that CSCs express high levels of ATP-binding cassette (ABC) transporters [29], such as ABCB5 [30] and the half-transporter ABCG2 [31], which may protect CSCs from apoptosis induced by chemotherapeutic agents. 

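Of 40 ABC transporter genes measured among 44 listed, 11 were up by 2-fold or more in A2780 spheres and 5 down. ABCG2, an efflux pump for many drugs, went from 88.1 to 357, and ABCA5, a lipid transporter, from 51.4 to 252, with a dim parental signal. ABCC4, which exports organic anions, and the mitochondrial ABCB8 had log2 ratios of -0.11 and 0.24. The signal of ABCB5 went from 44.0 to 16.2, dim and below the array median on both arrays, and with the mean of its probe sets its log2 ratio was 1.12. The share of changed members was 40.0% against 31.0% in random lists matched on signal, at percentile 91.7. The median log2 ratio of the family was 0.15, at percentile 81.0, and it was -0.21 with arrays centred on their medians. With only genes above the median signal kept, 2 of 20 members were up and 2 down, since most of the changed transporters were dim.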

The association of this pathway with the sphere cells may therefore explicate why CSCs of ovarian cancer are resistant to cisplatin.

### 3.4. Identification of Common CSC Pathways in Ovarian and Breast Cancer Cells

Steroid biosynthesis and hormone regulation appear to be characteristic features associated with the ovarian cancer-derived sphere cells. It is thus deducible that such features might be associated with sphere cells derived from breast cancer as well. Accordingly, sphere cells were prepared, respectively, from breast cancer MCF7 and SUM159 cells, as described previously [32], and applied to the whole-genome cDNA microarray, as mentioned previously. 

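Of 11 genes of the mevalonate pathway and its sterol response measured among 14 listed, 3 were up by 2-fold or more and 0 down in A2780 spheres. HMGCS1, which makes the precursor of mevalonate, went from 744 to 2977, and INSIG1, which retains the sterol sensor in the endoplasmic reticulum, from 1844 to 5695. IDI1 and FDPS, which build the isoprenoid units, had log2 ratios of 0.72 and 0.70. Of 11 genes of fatty acid synthesis, 2 were up and 0 down, with ACSS2, which activates acetate, at 1.68. Among genes that regulate hormone levels, 23 of 58 measured were up and 7 down, with a median log2 ratio of 0.51. INHA, the alpha subunit of inhibin, went from 5.5 to 102, and ADM, the vasodilator adrenomedullin, from 30.9 to 111, both with a dim parental signal. STRA6, which takes up retinol, had a log2 ratio of 1.19 and RDH10, which oxidises it, of 0.95. LRAT, which esterifies retinol, went from 5.3 to 24.7, with both signals dim. The share changed was 51.7% against 39.0% in lists matched on signal, at percentile 98.4. Members above the median signal were 10 up and 0 down of 21, and with arrays centred on their medians 18 of 58 were up and 13 down. Genes of steroid hormone synthesis went both ways, with 7 up and 5 down of 32, which is 37.5% against 36.8% in matched lists. Of 19 estrogen-responsive genes, 4 were up and 1 down, and the chemokine CXCL12 went from 13.8 to 128, its parental signal being dim. The paper loaded the genes changed by 2-fold into DAVID, and from the enriched processes and pathways it proposes that steroid biosynthesis and hormone regulation mark the sphere cells of ovarian cancer.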

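MCF7 is an estrogen receptor-positive breast cancer line, and SUM159 is a breast cancer line that lacks the estrogen and progesterone receptors. Each was again read on 1 array of parental and 1 array of sphere cells, with the parental cells in DMEM and 10% fetal bovine serum and the sphere cells in the serum-free medium described for A2780. The values were treated in the same way. The median signal was 81.2 and 81.7 on the parental and sphere arrays of MCF7, and 73.8 and 71.4 on those of SUM159. The 95th percentile of the signals for olfactory receptor and hair keratin-associated genes lay near these medians and sets the limit for a dim signal, at 94.6 and 93.6 in MCF7 and 79.2 and 69.0 in SUM159. The ratio of the 3′ to the 5′ probes of ACTB was 3.72 and 4.07 in MCF7. It was 3.29 in SUM159 parental cells and 4.82 in SUM159 spheres, where the probe sets for 18S ribosomal RNA also went from a mean of 10126 to 22346. That 18S mean was 26067 and 26224 on the parental and sphere arrays of MCF7. The ratio of the 3′ to the 5′ probes of GAPDH was 1.00 on both SUM159 arrays. Of 8 luminal markers, 0 passed 2-fold between MCF7 spheres and parental cells, with KRT8 and KRT18 at log2 ratios of -0.20 and -0.02. Of 6 markers of mesenchymal breast lines, 1 was up and 2 were down in SUM159 spheres. Over the 3 lines, sphere was compared with parental with limma on log2 values, with the line as a block, for the 11235 genes whose mean log2 signal over the 6 arrays was above 6.49, the median of the probe sets with a gene.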

The number of genes associated with the MCF7 spheres appeared to be 2,357 and that associated with the SUM159 spheres were 2,783. Accordingly, GO in those sphere cells were suggested by cell-cell signaling, cell adhesion, sterol biosynthetic process, defense response, and regulation, of hormone level in MCF7 sphere (Figure 4 and SUM159 data not shown). 

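In MCF7 spheres the largest rises among genes above the median signal on both arrays included the calprotectin subunits, which bind calcium in inflamed epithelia. S100A8 went from 88.5 to 3816, with a dim parental signal, and S100A9 from 429 to 6733. LCN2, which withholds iron from bacteria, went from 108 to 2219 and CEMIP, which degrades hyaluronan, from 100.0 to 1889. Among the 10 largest drops were FOS, DUSP1, ATF3 and EGR1, which serum and growth factors induce within minutes. FOS went from 18989.6 to 660.4, DUSP1, a phosphatase of MAP kinases, from 25349.6 to 1746, ATF3 from 3278 to 202 and EGR1 from 18011 to 2506. The growth factor TGFB2, with a log2 ratio of -3.11, and ID4, which went from 835 to 104, were among these drops as well. In SUM159 spheres the chemokine CCL20 went from 361 to 7888, the interferon-induced IFI27 from 196 to 2492, the aldo-keto reductase AKR1B10 from 357 to 4218 and the protease inhibitor SERPINE2 from 2538 to 28451. DKK1, a secreted inhibitor of Wnt signaling, went from 8296 to 142 there, CA2, a carbonic anhydrase, from 1919 to 169 and KRT14, a basal keratin, from 5197 to 597. In MCF7 2465 genes were up and 2325 down by 2-fold or more, 4790 in all. In SUM159 2570 were up and 2683 down, 5253 in all. The changed genes lay at or below the median signal on both arrays in 66.6% of cases in MCF7 and 65.8% in SUM159. Above the median on the brighter array, 852 genes were up and 747 down in MCF7, and 1036 up and 761 down in SUM159.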

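Of 31 genes of innate defense and the acute phase, 14 were up by 2-fold or more in MCF7 spheres and 1 down, with a median log2 ratio of 0.93. The complement factor CFB went from 16.4 to 778, S100A12 from 14.1 to 197 and S100A7 from 3.0 to 149, the S100 proteins being secreted at inflamed surfaces, and the parental signal of each was dim. The share changed was 48.4% against 29.7% in lists matched on signal, at percentile 99.2. In SUM159 14 of these genes were up and 3 down, and CFB went from 1125 to 6128. Genes of coagulation and wound response stood 10 up and 3 down in MCF7 and 9 up and 5 down in SUM159, with PROS1, a cofactor against clotting, at log2 ratios of 1.06 and 1.80 over dim parental signals. Cell-cell signaling genes went both ways in MCF7, with 38 up and 27 down of 163, a share of 39.9% against 39.3% in matched lists, and above the median signal 4 were up and 7 down. In SUM159 45 were up and 27 down, and BMP5, a bone morphogenetic protein, went from 22.6 to 98.5 from a dim signal (a log2 ratio of -1.10 with the mean of its probe sets). Genes regulating hormone levels were 10 up and 15 down in MCF7, 43.1% against 35.3%, at percentile 90.8. In SUM159 they were 16 up and 12 down, with RDH10 at 2.93. Of 19 estrogen-responsive genes, 0 were up and 5 down in MCF7, with STC2, a secreted glycoprotein, at -2.41. The same list had 4 up and 3 down in SUM159. The defense genes above the median signal were 9 up and 0 down in MCF7.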

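In MCF7 spheres the steroid biosynthesis genes LSS and SC5D had log2 ratios of 0.94 and 0.81, DHCR7 of 0.56 and MSMO1 of 0.43, all short of 2-fold. The median of the 17 measured genes was 0.43, at percentile 99.97 of 10000 random lists matched on signal, while 2 passed 2-fold, as many as chance gives (11.8% against 11.4%). In SUM159 5 were up and 2 down, with a median of 0.50. MSMO1 went from 1902 to 11012 and DHCR7 from 504 to 1991. HMGCS1 of the mevalonate pathway stood at 1.00 in MCF7 and 2.34 in SUM159, where 4 of 11 genes of that list were up and 1 down against 1 up and 0 down in MCF7. Genes of fatty acid synthesis were 2 up and 0 down in MCF7 and 1 up and 0 down in SUM159, with medians of 0.74 and 0.78. FASN, the fatty acid synthase, was at 0.83 and 0.80, and SCD, a desaturase, at 0.81 and 1.41. Cytokines and their receptors went both ways, with 48 up and 53 down of 247 in MCF7 (40.9% against 34.3% in matched lists, at percentile 99) and 47 up and 43 down in SUM159 (36.4% against 36.4%). Above the median signal they were 19 up and 9 down in MCF7 and 25 up and 12 down in SUM159. LIF had log2 ratios of 1.00 and 2.43, TNFRSF14, a receptor of the tumor necrosis factor family, of 0.67, from dim signals, and 1.43. Of 93 cell adhesion molecules, 12 were up and 18 down in MCF7 and 13 up and 19 down in SUM159, at percentiles 83.8 and 82.2 of the share changed, and above the median signal 4 up and 8 down in MCF7 and 6 up and 3 down in SUM159. ALCAM, an adhesion molecule of the immunoglobulin family, stood at -0.78 and -2.24. Matrix and receptor genes were 14 up and 15 down of 73 in MCF7 and 14 up and 11 down in SUM159. With the mean of a gene's probe sets, 4 steroid biosynthesis genes passed 2-fold in MCF7 and 19 adhesion molecules did.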

The pathways were noted to steroid biosynthesis, cytokine-cytokine receptor interaction and cell adhesion molecules (Figure 4(b) and SUM159 data not shown). But the drug metabolism (*P* < 0.01) and metabolism of xenobiotics by cytochrome P450 (*P* < 0.01) pathways [33] suggested that MCF7 CSCs used such mechanisms for drug resistance rather than ABC transporters (*P* > 0.05).

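In MCF7 spheres CYP1A1, a cytochrome that oxidises foreign aromatic compounds, went from 67.8 to 990.4, with a dim parental signal, and its relative CYP1B1 from 2079 to 8982, while the list that holds them went both ways. Of 62 genes of drug and xenobiotic metabolism measured among 78 listed, 14 were up by 2-fold or more and 10 down, a share of 38.7% against 27.3% in lists matched on signal, at percentile 98.7. The glutathione transferase GSTM3 had a log2 ratio of -0.38 and the aldehyde dehydrogenase ALDH3B1 of -0.51, and GSTA3, which went from 8.8 to 21.7, was dim on both arrays. Of 40 ABC transporter genes, 10 were up and 3 down, a share of 32.5% against 28.4%, at percentile 74.0. ABCG2 went from 1219.7 to 2554 and ABCC4 from 486 to 1164. The median log2 ratio was 0.21 for drug metabolism, at percentile 98.5, and 0.27 for the transporters, also at percentile 98.5. Above the median signal 8 of 37 drug metabolism genes were up and 2 down, and 6 of 23 transporters up and 0 down. No difference between these lists was tested. In SUM159, drug metabolism genes were 11 up and 4 down and transporters 7 up and 5 down, with ABCG2 at -1.24. In A2780 drug metabolism genes were 7 up and 12 down. The 32 genes of steroid hormone synthesis, which share CYP1A1 and CYP1B1 with this list, were 8 up and 7 down in MCF7 and 6 up and 5 down in SUM159.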

Genes associated with sphere cells may be regulated by specific transcription factors. 

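Among the transcription factors whose binding sites the paper lists, the AP1 subunits JUN, FOS and FOSB were lower in MCF7 spheres, while FOSB was higher in A2780 and SUM159. JUN had log2 ratios of -2.59 in MCF7 and 0.09 in SUM159 and was dim on both A2780 arrays, where it went from 64.0 to 12.8. FOS had log2 ratios of -0.32 in A2780, -4.85 in MCF7 and -0.12 in SUM159. FOSB, a relative of FOS that is named here after its value was seen, had a log2 ratio of 1.15 in A2780 and went from 2175 to 16.0 in MCF7 and from 17.3 to 117 in SUM159, the lower signal of both pairs being dim. STAT5A went from 65.3 to 10.4 in A2780, both signals being dim, and had log2 ratios of -0.59 in MCF7 and -0.70 in SUM159. STAT5B stood at 0.42 in A2780, -0.43 in MCF7 and -0.40 in SUM159. STAT3, a factor of cytokine signaling, stood at 0.63 in A2780, 0.13 in MCF7 and 0.44 in SUM159, short of 2-fold in each. NFIA, of the nuclear factor 1 family, stood at 0.06 in A2780, 0.93 in MCF7 and 0.91 in SUM159, with a dim parental signal in MCF7. Of 14 listed genes of the STAT, nuclear factor 1 and AP1 factors, a list that also holds NF1 and does not hold FOSB, 2 were up by 2-fold or more and 2 down in A2780, 0 up and 3 down in MCF7, and 0 up and 0 down in SUM159. These are RNA levels of the factors. The factors in the paper's tables are enriched binding sites near changed genes, which no signal on the array measures. The gene NF1, which encodes neurofibromin and not nuclear factor 1, was dim, with log2 ratios of -0.60 in A2780, 0.21 in MCF7 and -0.81 in SUM159.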

Totally, 120 transcription factors were enriched in A2780 cells, 87 in MCF7 cells, and 113 in SUM159 cells. To our surprise, although only nearly 5% (121) genes were common in A2780, MCF7, and SUM159 spheres (Figure 4(c)), most of enriched transcription factors were the same (Figure 4(d)). 

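A set of genes of BMP response and of YAP targets was lower by 2-fold or more in the spheres of every line. ID1, a target of BMP signaling, had log2 ratios of -3.10 in A2780, -2.33 in MCF7 and -1.88 in SUM159, and ID3 of -5.72 in A2780, -2.04 in MCF7 and -3.27 in SUM159. CCN2 and CCN1, matricellular targets of YAP, stood at -3.32 and -2.04 in A2780 and at -2.46 and -3.07 in SUM159. In MCF7 CCN1 stood at -4.32, and CCN2 went from 4917 to 9.9, a dim signal, so that the size of its drop is not known exactly. AMOTL2, which restrains YAP, stood at -1.52 in A2780, -1.34 in MCF7 and -1.92 in SUM159, and the stress gene GADD45B at -1.47 in A2780, -1.49 in MCF7 and -1.53 in SUM159. Of 16 TGF-beta and BMP response genes, 3 were up and 7 down in A2780, 1 up and 5 down in MCF7, and 1 up and 4 down in SUM159. Of 21 YAP/TEAD target genes, 2 were up and 5 down, 4 up and 6 down, and 1 up and 6 down. Genes up in every line included ARRB1, which desensitises receptors (1.47 in A2780, 1.51 in MCF7 and 1.33 in SUM159), and SLC2A6, a sugar transporter (1.70 in A2780, 2.44 in MCF7 and 1.13 in SUM159). In all, 161 genes were up and 151 down by 2-fold or more in the 3 lines. Random draws matched on signal gave 144.4 up (95% of draws from 123 to 166) and 127.4 down (108 to 148). Above the median signal in every line, 12 genes were up against 5.06 in the draws (1 to 10) and 12 down against 2.78 (0 to 6). In limma with the line as a block, 0 of 11235 genes passed an adjusted p of 0.05, 835 having an unadjusted p under 0.05. ID1 came first, with a mean log2 ratio of -2.44 (standard error 0.23, lower in 3 of 3 lines, adjusted p = 0.313 from limma). The paper's methods name Student's t-test for statistics in general and no pairing, while its legend of Figure 3 selects the array genes by a 2-fold change. Paired here by line, that test gave 246 genes up and 355 down at the paper's threshold for P, and 0 after Benjamini-Hochberg adjustment. These 601 of 11235 genes are close to the number that a P of 0.05 gives when no gene changes. With 3 pairs this does not show that no gene changed. Adjusted over the list alone, 3 TGF-beta and BMP response genes were down, and 1 YAP/TEAD target was up and 3 were down, against 0 in either list over all genes. By limma's camera test neither list was called lower in the main setting (adjusted p = 0.227 and 0.0655), while both were with the pseudocount (adjusted p = 0.0199 and 0.00703) and with genes above the median only (adjusted p = 0.0193 and 0.00947) and neither was with an estimated correlation (adjusted p = 0.637 for each). The TGF-beta and BMP list and the YAP/TEAD list were written with the values of Table S1 already seen. That table, made from these same arrays, has ID1, ID2, ID3, CCN1, CCN2 and AMOTL2 down in every line. Tests of these lists are therefore no independent evidence that they are lower. The paper's tables of enriched factors share 80 of the 134 sites that have a P of 0.05 or less in any line.

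**Figure D2:**
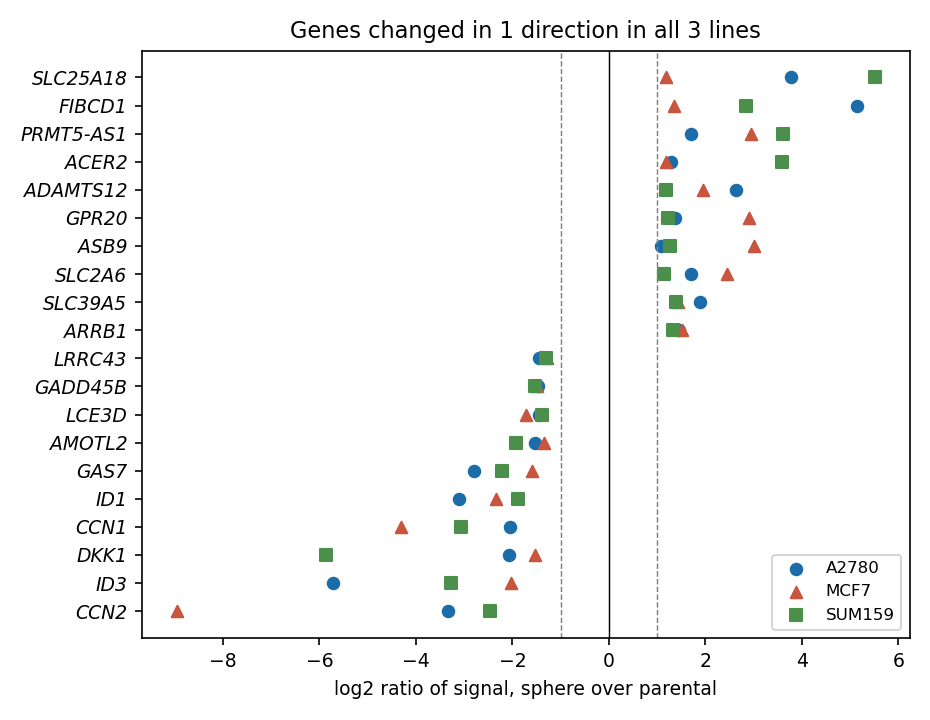
Log2 ratio of sphere over parental signal in A2780, MCF7 and SUM159, for the 10 genes up and the 10 genes down in all 3 lines with the largest smallest change, among genes above the array median in every line. Each point is 1 line, and the dashed lines mark 2-fold. DKK1 reaches -5.87 in SUM159, and the point for CCN2 in MCF7, farther to the left, rests on a dim sphere signal.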

Genes and transcription factors were in supplementary data (See supplementary Table S1, Table S2, Table S3, and Table S4 available online at http://dx.doi.org/10.1155/2013/510905). Among those transcription factors, STAT5 had been reported to regulate the self-renewal of leukemia stem cell [34]. STAT3 mediated the multidrug efflux in breast and ovarian tumor cells, thus contributing to the resistance of CSCs [35]. Transcription factors NF1 [36] and AP1 [37] also committed important roles in the regulation of progenitor cells in tumor initiation. 

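Steroid biosynthesis genes were called higher over the 3 lines by limma's camera test with the line as a block (adjusted p = 0.000255), as were mevalonate genes (adjusted p = 0.00125) and fatty acid synthesis genes (adjusted p = 0.000126). With an estimated correlation between genes no list was called, the smallest adjusted p being 0.637, which holds for each list named here as called. Within the steroid list, 9 of 13 tested genes were higher when adjusted over the list alone and 0 over all genes. The same count was 4 of 10 for mevalonate genes and 2 of 11 for fatty acid synthesis. The paper reports steroid biosynthesis as enriched on these same arrays, so the tests of the steroid list are no independent evidence. Defense genes were also called higher, with an adjusted p of 0.0181 for innate defense and of 0.0115 for coagulation and wound response. CFB, S100A12 and S100A7 passed 2-fold in all 3 lines, although both signals of each lay below the array median in A2780. All 3 are up in Table S1, which comes from these arrays and had been seen when the lists were written. The median of innate defense was -0.33 in A2780, opposite to the test, and 0.86 in SUM159. Mitosis and DNA replication genes, set beside the paper's term for cell proliferation, were called lower (adjusted p = 1.03e-10 and 1.35e-05). In SUM159 28 of 30 mitosis genes and 7 of 26 DNA replication genes were down by 2-fold or more, while in A2780 and MCF7 0 of either list were, and the DNA replication genes had a median of -0.09 in A2780, at percentile 51.03 of matched lists. On the SUM159 arrays the ACTB ratio and the 18S signal also rose in spheres, while the GAPDH ratio was 1.00 on both. The 18S signal was higher still on the MCF7 arrays, at 26067 and 26224. The other lists set beside the paper's terms were not called. The adjusted p from camera was 0.0611 for ABC transporters, 0.576 for cytokines and their receptors, 0.998 for cell adhesion molecules, 0.593 for the Hedgehog signaling pathway and 0.576 for its core genes, 0.593 for regulation of hormone levels, 0.274 for cell-cell signaling, 0.644 for drug and xenobiotic metabolism, 0.371 for matrix and receptor genes and 0.998 for steroid hormone synthesis. The Hedgehog core had median log2 ratios of -0.48 in MCF7 and 0.26 in SUM159, and the wider Hedgehog list was 5 up and 8 down in MCF7 and 10 up and 4 down in SUM159. Among genes above the median signal, ABC transporters (adjusted p = 0.00947) and cytokines (adjusted p = 0.0239) were called higher too. From the terms enriched in both cancers, the paper proposes that different genes of ovarian and breast cancer stem cells take part in similar processes.

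**Figure D3:**
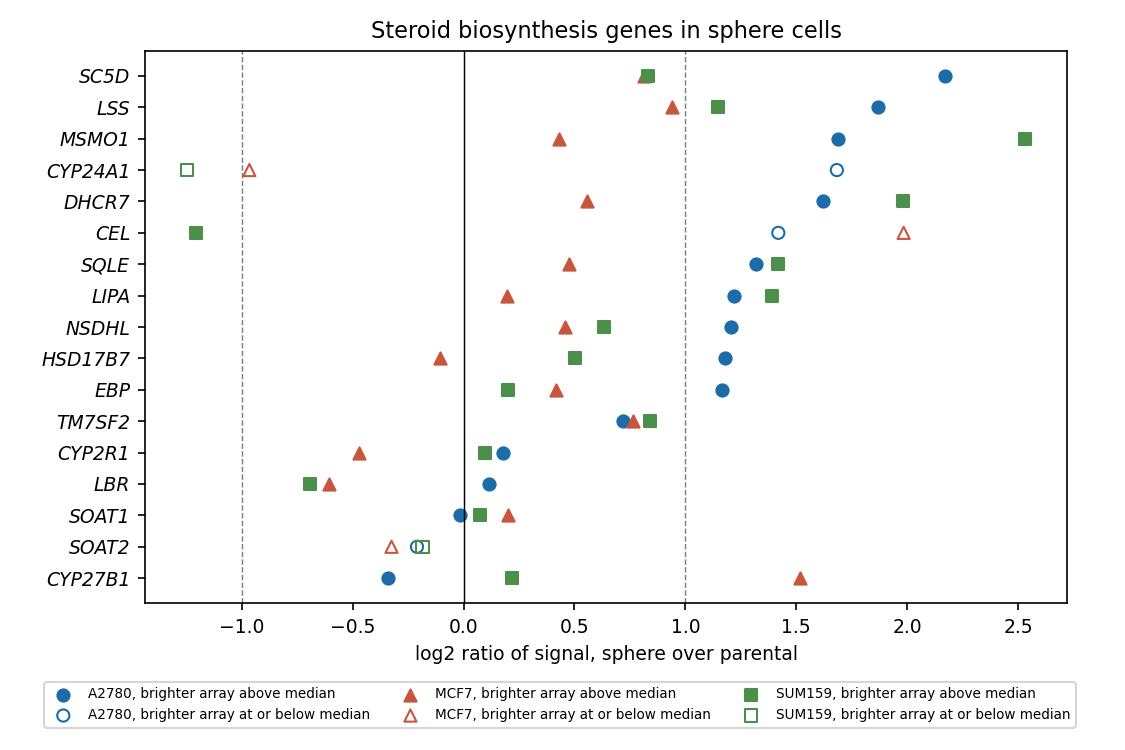
Log2 ratio of sphere over parental signal for the 17 measured steroid biosynthesis genes in A2780, MCF7 and SUM159. Each symbol is 1 gene in 1 line, open where the brighter array of the line is at or below its median, and the dashed lines mark 2-fold. Of these genes 11 lie beyond the right dashed line in A2780, 2 in MCF7 and 5 in SUM159.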

The common enriched GO (Figures 3(a) and 4(a)) and pathways (Figures 3(b) and 4(b)) implied that although the different genes were expressed in ovarian and breast cancer CSCs, the involved biological processes and pathways were similar.

### 3.5. Fenretinide Preferentially Targeted on Sphere Cells

Previously, our lab has shown that fenretinide could preferentially eradicate AML and CML stem cells [22, 38]. Here, we tested whether fenretinide could selectively target on CSCs in ovarian and breast cancer.

A2780 parental cells were relatively not sensitive to fenretinide (Figure 5(a)). But when A2780 sphere cells were cultured with fenretinide in serum-free media, the fenretinide treatment group detected few numbers of spheres formation (Figure 5(b)). Fenretinide had been used in breast cancer treatment [39]. It is of great interest to investigate whether fenretinide could also eradicate the breast CSCs. As Figure 5(b) showed, the formation of breast spheres in MCF7 and SUM159 cells was inhibited. 

The different effects of fenretinide in the A2780 parental and sphere cells were quantified in cell apoptosis assay. As shown in Figures 5(c) and 5(d), apoptotic cells were barely detected in the parental cells, but in the sphere cells, more than 40% of apoptotic cells were detected (*P* < 0.0001). These results suggested that fenretinide may represent a promising candidate to eradicate cancer primitive/stem cells.

### 3.6. Fenretinide Involved ROS Induction, ER Stress, and Cell Cycle Progression in A2780 Cells

ROS balance between generation and elimination is important for normal cell functions. Cancer cells produce more ROS than normal cells [40]. Malignant cells would be more dependent on an antioxidant system for cell survival and be more vulnerable to oxidative insults. Fenretinide was known as an ROS inducer [41]. In many tumor cell lines, fenretinide-induced apoptosis was largely mediated by oxidative stress [42]. However, the involved mechanisms likely depended on tumor types [43]. So, we studied whether the mechanisms on fenretinide eliminating CSCs were related to ROS generation or not. The intracellular ROS was detected by DCFDA intensity. Fenretinide inducted nearly tenfold increased ROS level in A2780 parental cells (Figure 6(a)) and fivefold induction in sphere cells (Figure 6(b)). And the induction of ROS in parental and sphere cells could be eliminated by pretreatment with vitamin C (Figures 6(a) and 6(b)). More importantly, accompanied with the elimination of the induction of ROS by vitamin C, the induction of apoptosis by fenretinide was also reversed (Figure 6(c), *P* = 0.0278). Also, *CHOP* and *PLAB* genes, the markers of ER stress, were up-regulated (Figure 6(d)). The results suggested that induction ROS and ER stresses were participated in fenretinide-related functions in sphere cells.

Fenretinide inhibited the sphere cells proliferation and genes involved cell cycle were analyzed through Real-time PCR assay [21]. Comparing to the untreated cells, genes such as *CDC2*, *MCM10*, *CCNE1*, *E2F1*, *CCNA2,* and *CDC25A* were down regulated after fenretinide treatment (Figure 6(e)). Those genes were essential for the cell cycle control, and those down-regulated genes inhibited the sphere cells proliferation. Yet, those genes also played important regulatory roles in CSCs. E2F1 regulated the stem-like properties of lung cancer [44]. *CDC25A* enhanced proliferation rate and promoted a more undifferentiated cell phenotype, which was similar to stem cells state in neuroblastoma [45]. Decreased expression of those genes not only inhibited cell cycle progression, but also changed the stem state of the sphere cells.

Fenretinide was a multitarget drug. Except for induction of apoptosis through ROS generation, activation of nuclear retinoid receptors and triggering of the mitochondrial caspase cascades were also observed in different cancers. Previously, using high-throughput microarray platform, our lab had studied the complex mechanisms of fenretinide in leukemia cells [22, 38]. In the further studies, we will profile the globe transcriptional signatures of fenretinide treatment and provide deep understandings of the mechanisms of fenretinide in solid tumors.

## 4. Discussion

The cancer stem cell theory suggests that a small population of progenitor cells with extensive self-renewal property determines the tumor initiation, maintenance, progression, and recurrence. Because of the complexity, rarity, and difficulty in getting pure CSC population, the behavior of the cancer stem cells is not clear. And different types of CSCs may use different genes to maintain their properties. Here, based on their renewal characteristics, spheres were used for the expansion of stem cells *in vitro*. In this study, we showed that those sphere cells were resistant to chemotherapy drugs like cisplatin (Figure 1) and more tumorigenic when inoculated into the immune-deficient mouse (Figure 2). Those results suggested that the sphere cells shared the properties of CSCs and could be used as a model to study the functional genes of CSCs and screening drugs to eliminate CSCs *in vitro*.

To study the regulation of CSCs, we identified the associated genes in ovarian cancer A2780 and breast cancer MCF7 and SUM159 sphere cells using microarray system. Biological processes, pathways, and transcription factors were highlighted. Among them, some pathways like Hedgehog signaling pathway and ABC transporters (Figure 3) and transcription factors like STAT5, STAT3, NF1, and AP1 had conferred the regulation of CSCs, and others may require our further studies. Ovarian and breast cancer, were two kinds of cancer involved in the abnormal regulation of hormone levels. Our data suggested that hormone may play important roles in maintaining CSCs properties. It was also interesting to see that ovarian cancer and breast cancer may use different genes to regulate CSCs, but those genes converged to the same pathways and transcription factors (Figure 4).

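Across genes, the log2 ratios of the lines were nearly uncorrelated when all 19775 genes were taken. Pearson's r between the log2 ratios was -0.004 for A2780 and MCF7, 0.028 for A2780 and SUM159, and 0.029 for MCF7 and SUM159, with Spearman's rho at 0.003, 0.060 and 0.038. Among genes above the median signal of both lines the r values were 0.033, 0.149 and 0.140, and with the pseudocount of 32 over all genes 0.017, 0.096 and 0.081. Noise in dim genes lowers r, and with 1 array per culture its size is not known. A low r therefore does not show that the lines changed in unlike ways. Genes are not independent replicates, so no p was computed. At that signal A2780 and SUM159 shared 128 genes up and 61 down, against 59 to 87 and 25 to 45 in 95% of draws matched on signal, and 90 went opposite ways. MCF7 and SUM159 shared 107 up and 70 down, against 51 to 77 and 32 to 54, with 96 opposite. A2780 and MCF7 shared 63 up and 53 down, against 50 to 75 and 32 to 54, with 116 opposite. S100A9 shows how lines part: its log2 ratio was 3.97 in MCF7 and 4.30 in SUM159, while in A2780 it was dim and went from 24.5 to 4.5. COL6A1 stood at 3.06 in A2780, 2.89 in SUM159 and -0.38 in MCF7. Leaving A2780 out of the limma fit made S100A9 the only gene to pass (mean log2 ratio 4.14, standard error 0.21, higher in 2 of 2 lines, adjusted p = 0.0126 from limma). Leaving MCF7 out made COL6A1, a collagen chain, the only one (mean log2 ratio 2.97, standard error 0.16, higher in 2 of 2 lines, adjusted p = 0.0375 from limma). Both are named here after their values were seen. Over the 3 lines neither gene passed (adjusted p = 0.725 for S100A9 and 0.642 for COL6A1 from limma). The splits of the 6 arrays were fitted with all 3 lines, so they give no measure of chance for these fits. A single call in a fit of 2 lines, each with 1 array per culture, carries little weight.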

The aims of our studies were to investigate the underlying mechanisms of CSCs, thus providing strategies to eliminate those cells and achieving better therapies on cancer patients. Here, we showed that fenretinide, a derivative of vitamin A, could preferentially target on CSCs through induction of ROS and ER stress and inhibition of cell-cycle-related genes. ROS played an important role in the regulation of CSCs and conferred the resistance to radiotherapy [8]. The low levels of the ROS in CSCs made it hard to be eliminated by traditional radiotherapy. Fenretinide was an ROS inducer, inducted ROS both in parental and sphere cells (Figure 6). And the increased level of ROS was higher in the cell line (Figure 6(a) secondary lane tenfold induction compared to Figure 6(b) secondary lane fivefold induction). Yet, comparing to the parental cells, the sphere cells were more sensitive to the fenretinide treatment (Figure 5). So, low levels of ROS in CSCs may present disadvantage to the radiotherapy but give us an opportunity to preferentially target on CSCs cells by carefully designing the ROS inducer drug. ER stress generation and inhibition of cell cycle were also involved in the function of fenretinide. In the further studies, profiling the globe transcriptional signatures of fenretinide treatment may provide deep understandings of how fenretinide works in solid tumor.

Above all, those studies provided an *in vitro* model for the researches of CSCs. Using this model, we identified the regulated genes in CSCs. And the nature of fenretinide targeting these CSCs from ovarian and breast cancer cells may provide the new application in the cancer therapy in near future.

## Supplementary Material

Total RNA from A2780, MCF7, and SUM159 parental and sphere cells was amplified and labeled with biotin according to the standard Affymetrix® protocol. The fragmented, biotinylated cDNA was then subjected to hybridization with the GeneChip® Human Genome-U133 Plus 2.0 array (Affymetrix, Santa Clara, CA). DAVID Bioinformatics Resources analyses of biological themes were performed to explore the underlying themes of those statistically significant differentially expressed genes in terms of biological relevance, e.g., functional relevance as revealed by Gene Ontology (GO) enrichment analysis and regulatory relevance as revealed by UCSC conserved transcription factor binding site (TFBS) enrichment analysis. The Benjamini-Hochberg derived step-up procedure of False Discovery Rate (FDR) was applied to account for multiple hypothesis testing, thus to assess the significance of the biological theme enrichments. The transcriptome profilings of A2780, MCF7, and SUM159 parental and sphere cells are available at GEO accession GSE43657.
Table S1.The common regulated genes in A2780, MCF7 and SUM159 spheres cells.

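Table S1 lists log2 ratios of sphere over parental cells in the 3 lines for 121 genes, 67 up and 54 down. Of these, 104 could be matched to a gene measured here, and 82 of them passed 2-fold in all 3 lines. The log2 ratios of 77 lay within 0.01 of the table's in every line, and for 89 some probe set of the gene did. Only 20 were above the array median on the brighter array of every line. On the side of the drops they include ID1, ID3, CCN1 and CCN2. IFIT1, which binds foreign RNA after interferon, is on the side of the rises, with signals that went from 755 to 4099 in A2780 and from 1132 to 3970.0 in SUM159, and with dim signals in MCF7 that went from 1.5 to 7.0. IL18, an inflammatory cytokine, had a log2 ratio of -2.51 in SUM159 and went from 29.5 to 4.5 in MCF7, where it was dim. KRTAP13-1, a gene of hair, went from 100.1 to 45.6 in A2780, from 62.1 to 23.3 in MCF7 and from 74.6 to 10.3 in SUM159, with every signal dim but that of A2780 parental cells. The values come from the same arrays, so this list is no independent evidence of its direction.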

Table S2. The enriched transcription factors from the changed genes in A2780 spheres cells.

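Table S2 gives, for each conserved transcription factor binding site of the UCSC tracks, how many of the genes changed in A2780 spheres carry it, with the P value of DAVID for that number. It lists 138 sites, of which 120 have a P of 0.05 or less. Of these, 119 are distinct, since OCT is listed 2 times. A site is found near many genes at once: in the paper's table the median such site belongs to 907 genes, or 32.3% of the genes changed, and the most frequent to 62.5%. STAT5A sites belong to 40.8% and AP1 sites to 43.8%. The enrichment was not repeated here. On the A2780 arrays DUSP1, which growth signals induce, had a log2 ratio of -1.46 and ATF3, also induced by them, went from 145 to 54.0, a dim signal, and 2 of 19 AP-1 and immediate early genes were up and 3 down.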

Table S3. 

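For MCF7 the table that follows the same layout lists 97 sites, 87 of them with a P of 0.05 or less in the paper. The median site belongs to 33.4% of the changed genes and the most frequent to 58.9%. AP1 sites belong to 45.7% and STAT5B sites to 26.5%. On the arrays JUN went from 12131 to 2020.2 in MCF7 spheres. Of 19 AP-1 and immediate early genes, 0 were up by 2-fold or more and 10 down in these cells.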

The enriched transcription factors from the changed genes in MCF7 spheres cells.
Table S4. The enriched transcription factors from the changed genes in SUM159 spheres cells.

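Table S4 lists 128 sites for SUM159, 113 of them with a P of 0.05 or less in the paper. The median site belongs to 33.6% of the changed genes and the most frequent to 65.4%. Of the sites at that P, 99 are shared with A2780, 85 with MCF7, and 9 appear for SUM159 alone. In SUM159 spheres the arrays give DUSP1 and ATF3 log2 ratios of -0.58 and -0.28, and of the 19 AP-1 and immediate early genes 4 were up and 0 down.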

## Figures and Tables

**Figure 1:**
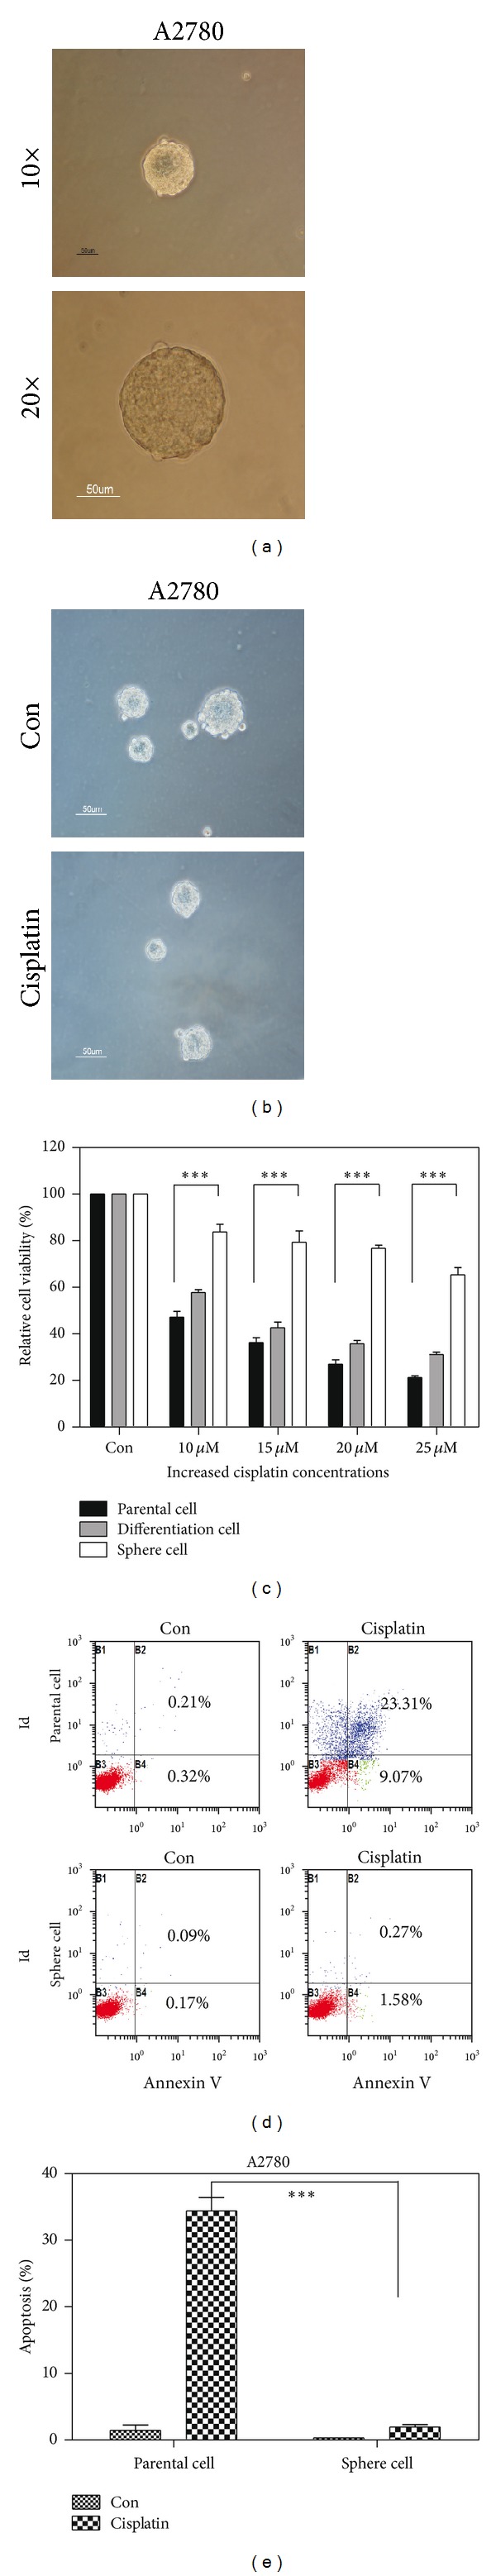
Sphere cells from ovarian cancer cell line A2780 were cisplatin resistant. (a) The sphere was from a single A2780 cell when A2780 cell was cultured in sphere-forming conditions. The sphere was photographed using inverted microscope after the cell was seeded on 96-well suspension culture plates for 5 days. (b) A2780 cells were seeded in sphere-forming condition without (up) or with (down) 20 *μ*M cisplatin. Five days later, the spheres were photographed using inverted microscope. (c) The ovarian cancer A2780 cells (parental cell for short) and enriched sphere-forming cells (sphere cell) were seeded in plates and treated with different concentrations of cisplatin for 48 hrs. Sphere cells reseeded with full serum media for 3 days (differentiation cell) were also treated with different concentrations of cisplatin for 48 hrs. Cell viability was determined by MTT assay. ∗∗∗, statistically significant difference between A2780 unenriched cells and enriched sphere cells treated with cisplatin (*P* < 0.001). (d) A2780 parental and sphere cell were treated with 20 *μ*M cisplatin; after 48 hrs, the apoptotic cells were detected through Annexin V/PI assay. (e) Means and standard errors of total number of apoptotic cells from three experiments in Figure 1(d) were shown. ∗∗∗, statistically significant difference between A2780 unenriched cells and enriched sphere cells treated with cisplatin (*P* = 0.0002). Data are representative of values from three independent experiments.

**Figure 2:**
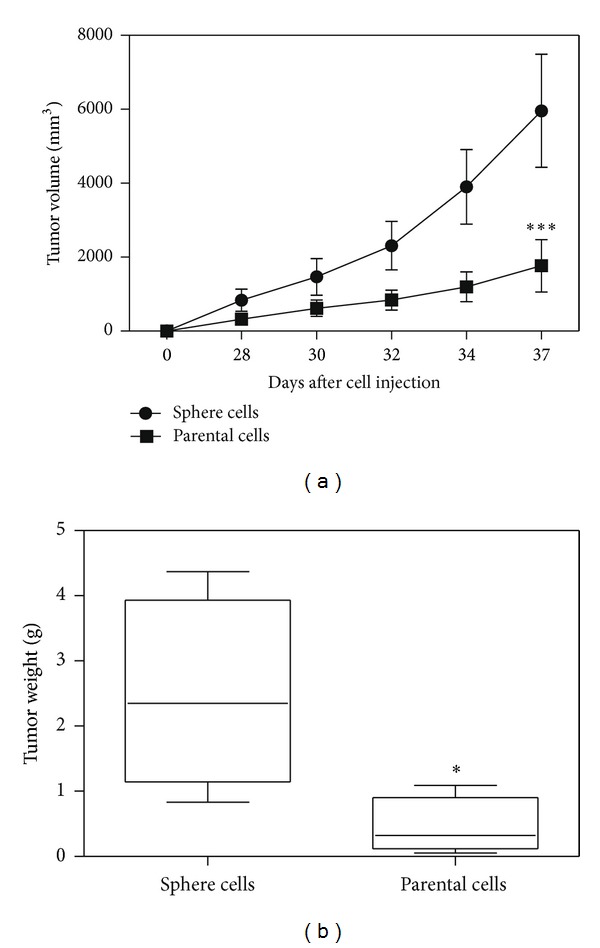
Sphere cells from the ovarian cancer A2780 cell line were highly tumorigenic. (a) Tumor volume of injected mice was measured at indicated time point after the injection of 10000 sphere cells and the same number of parental cells. Means and standard errors of four mice were shown (*n* = 4). ∗∗∗, statistically significant difference in mean tumor size between the mice injected with enriched sphere cells and mice injected with the same number of unenriched cells (*P* < 0.001). (b) Means and standard errors of tumors weight from four mice in each group were measured. ∗, statistically significant difference in mean tumor weight between two groups (*P* < 0.05).

**Figure 3:**
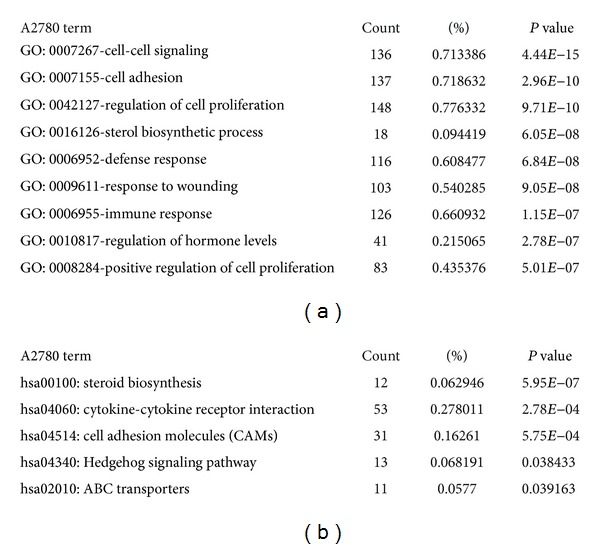
The CSCs molecular signature by GO and pathway analysis in ovarian cancer cells. RNA was extracted from A2780 spheres cells and their corresponding parental cells, and then profiled to Affymetrix microarray system. The regulated genes were selected based on 2-fold change threshold. The GO (a) and pathway (b) analysis of the regulated genes were enriched through DAVID Bioinformatics Resources. The most enriched functions were shown.

**Figure 4:**
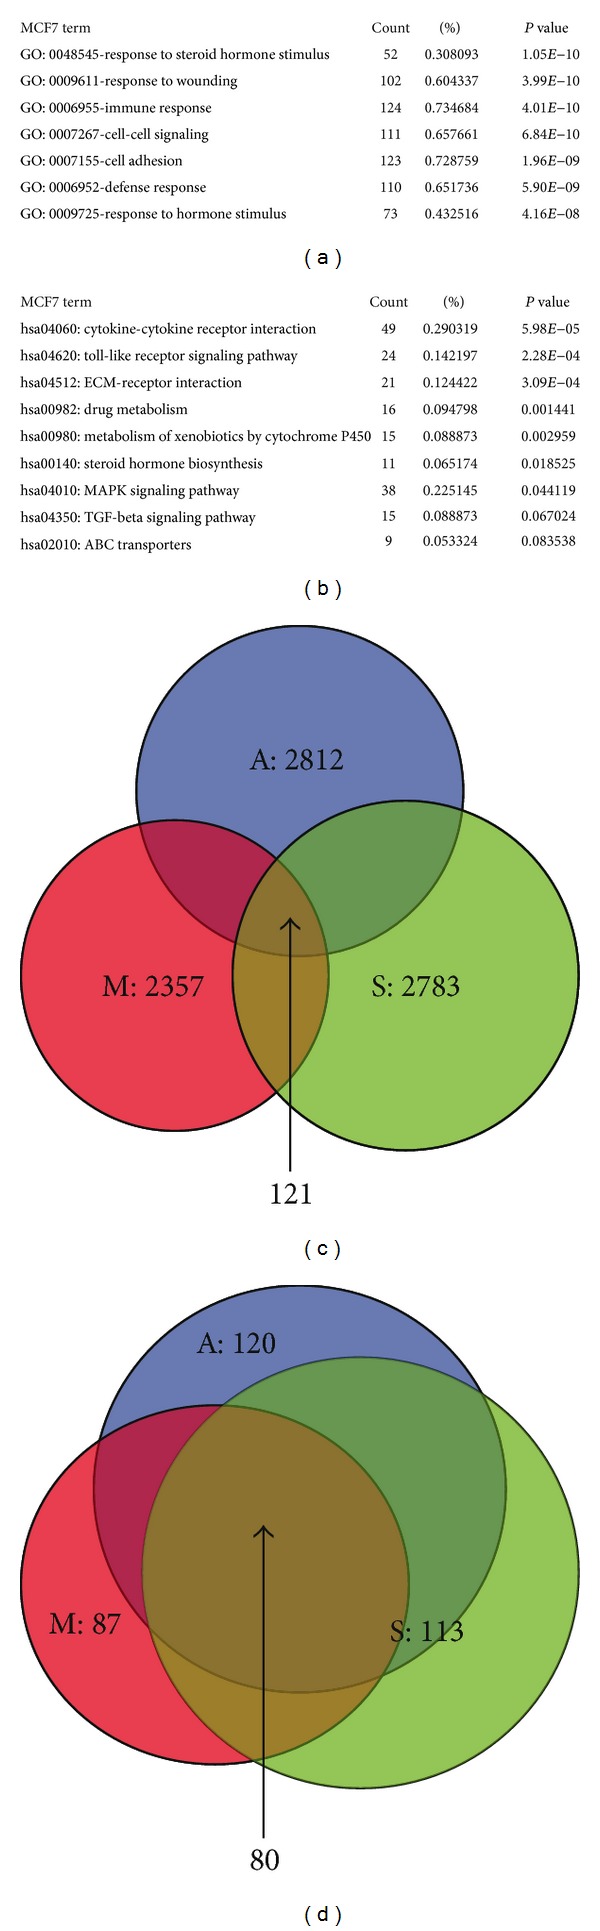
Identification of CSCs signatures in ovarian and breast cancer cells. Similar procedures were involved to identify changed genes in MCF7 and SUM159 sphere cells. GO (a) and pathways (b) of the changed genes in MCF7 spheres were enriched through DAVID Bioinformatics Resources; the most enriched functions were shown. (c) The number of changed genes was shown. A: ovarian cancer A2780 cells, M: breast cancer MCF7 cells, and S: breast cancer SUM159 cells. (d) The number of enriched transcription factors from the changed genes in A2780, MCF7, and SUM159 spheres cells was analyzed through DAVID Bioinformatics Resources.

**Figure 5:**
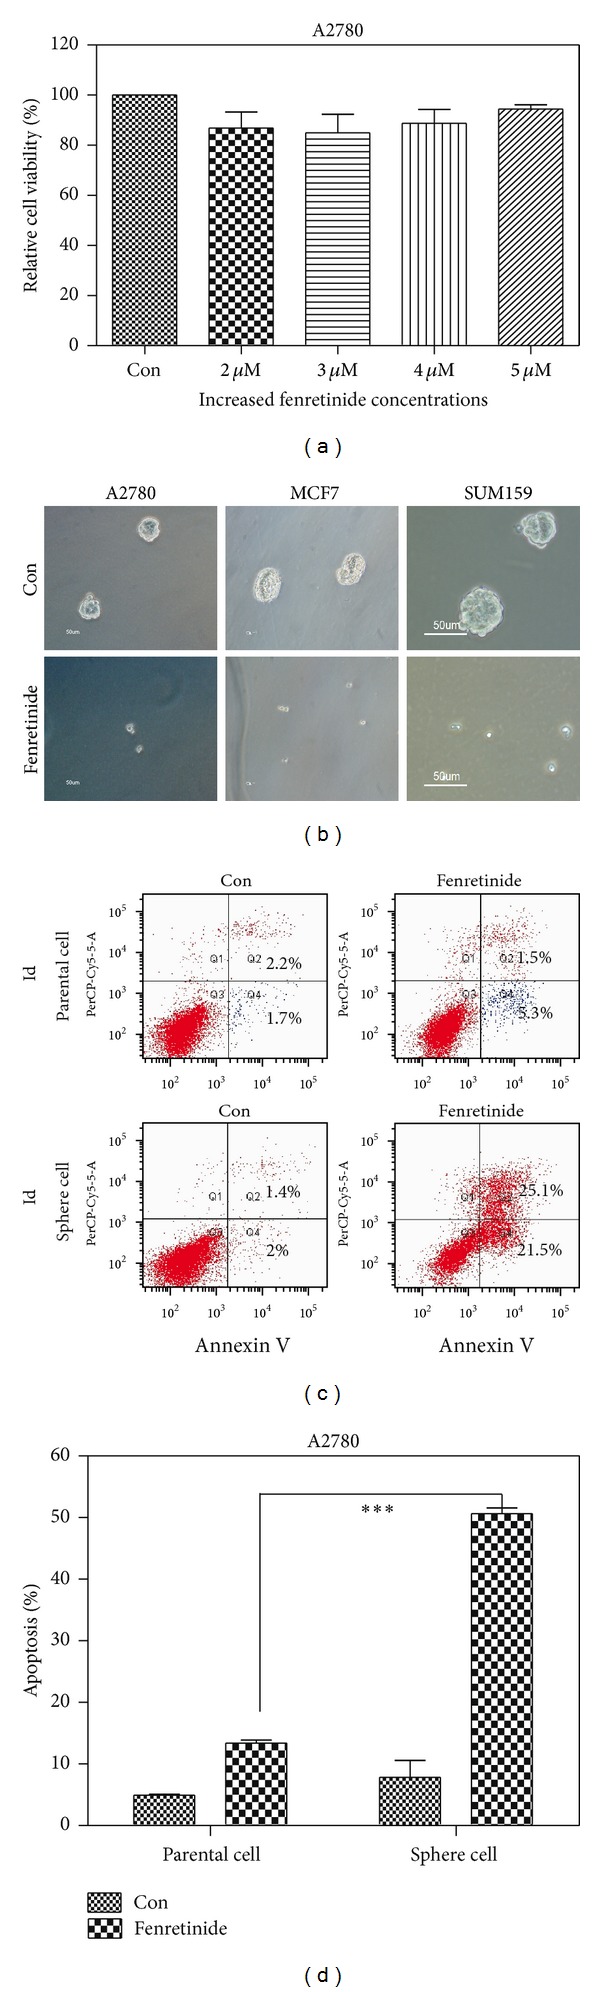
Fenretinide inhibited the formation of sphere cells in ovarian and breast cancer cells. (a) Data summary and analysis of cell viability in A2780 cells. A2780 cells were treated with different concentrations of fenretinide for 48 hrs. Cell viability was determined by the MTT assay. Means and standard errors of three independent experiments were shown. (b) Illustration showed the A2780, MCF7 and SUM159 sphere cells. A2780, MCF7, and SUM159 cells were seeded in sphere-forming condition with (down) and without (up) 3 *μ*M fenretinide, the spheres were photographed using inverted microscope (magnification 10x). The results were obtained from three independent experiments. (c) Representative dot-plots illustrating apoptotic status in A2780 parental and sphere cells. A2780 parental and sphere cells were treated with 3 *μ*M fenretinide for 48 hrs. The apoptotic cells were detected through Annexin V/PI assay. (d) Data summary and analysis of apoptotic index in A2780 parental and sphere cells. Means and standard errors of apoptosis percentages of A2780 parental and sphere cells treated with fenretinide from three experiments were shown. ∗∗∗, statistically significant difference between A2780 parental and sphere cells treated with fenretinide (*P* < 0.001).

**Figure 6:**
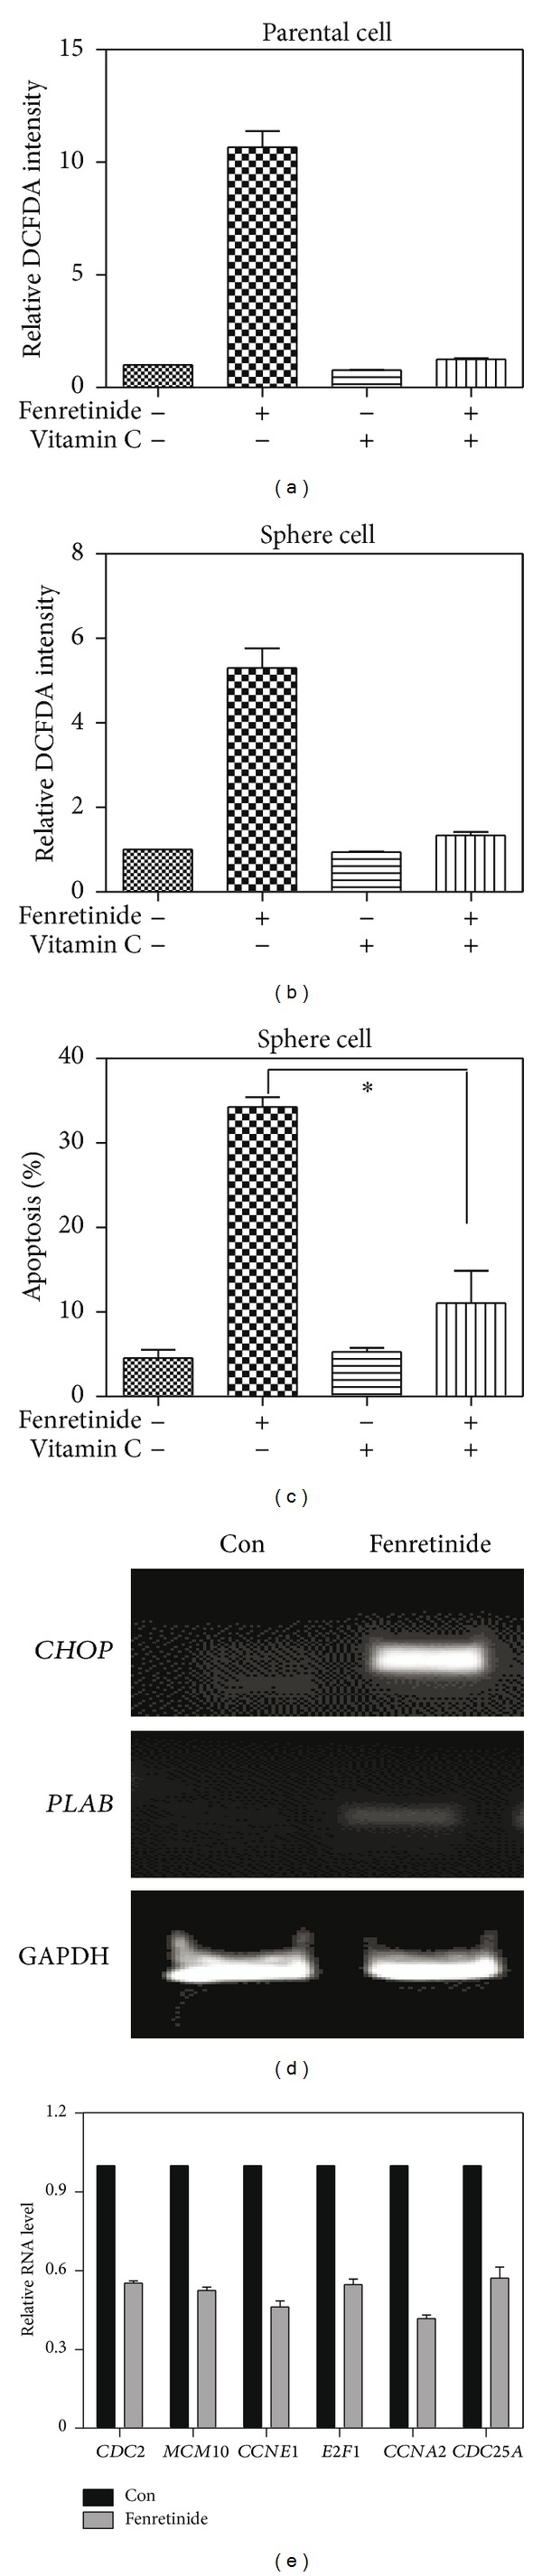
Fenretinide induced ROS induction, ER stress, and cell cycle progression arrest in A2780 cells. (a) Data summary and analysis of DCFDA intensity in A2780 parental cells. DCFDA intensity was detected after 3 *μ*M fenretinide or 100 *μ*M vitamin C or combined fenretinide and vitamin C treatment for 3 hrs in A2780 parental cells. The untreated parental cells were used as normalization control. Means and standard errors of relative ROS level from three experiments were shown. (b) Data summary and analysis of DCFDA intensity in A2780 sphere cells. DCFDA intensity was detected after fenretinide or vitamin C or combined fenretinide and vitamin C treatment for 3 hrs in A2780 enriched sphere cells. (c) Data summary and analysis of apoptosis in A2780 enriched sphere cells. Apoptotic cells were detected through AnnexinV/PI assay, after fenretinide or vitamin C or combined fenretinide and vitamin C treatment for 24 hrs in A2780 enriched sphere cells. Means and standard errors of apoptosis percentages from three experiments were shown. ∗, statistically significant difference between A2780 enriched sphere cells treated with fenretinide combined vitamin C treatment and fenretinide treatment group (*P* = 0.0278). (d) mRNA expression of *CHOP* and *PLAB* genes in A2780 sphere cells. A2780 sphere cells were treated with 3 *μ*M fenretinide for 6 hrs. mRNA expression of *CHOP* and *PLAB* genes were detected by PCR. Products were separated by electrophoresis, *GAPDH* as a housekeeping gene for loading control. (e) Data summary and analysis of mRNA expression in A2780 sphere cells. mRNA expression of *CDC2*, *MCM10*, *CCNE1*, *E2F1*, *CCNA2,* and *CDC25A* was detected by real-time RT-PCR. The results were obtained from three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

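RNA of parental and sphere cells of A2780, MCF7 and SUM159 was read on Affymetrix U133 Plus 2.0 arrays, 1 array per culture and line, 6 in all. The authors deposited 1 value per probe set and array, an intensity on the linear MAS5 signal scale, scaled so that each array's 2% trimmed mean is 500. The version of MAS5 is not given in the sources used here, and detection calls were not used here. All 6 columns of values were mapped from the labels, and 0 were left out.

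From these values log2 was taken with no pseudocount, no further scaling and no filter on low signal. Probe sets were named through the platform's annotation, with symbols brought up to date by gene ID for 41043 of the 41097 probe sets with 1 symbol; 54 kept the older symbol. Probe sets with several symbols or none were not used. Each gene took the probe set with the highest mean log2 signal over the arrays. Within a line a gene was counted as changed at a ratio of 2-fold or more, the threshold named in the legend of Figure 3, with no p. Precision is limited by the number of arrays, 1 per culture.

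Over the lines, sphere was compared with parental using limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) with the line as a block, Benjamini-Hochberg adjustment and a threshold of 0.05, for genes above the median of the probe sets with a gene. The line pairs the arrays by design, and the deviations of the arrays of a line from their culture means correlated at 0.881 in A2780, 0.879 in MCF7 and 0.880 in SUM159. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 36 lists, and described within a line by percentiles among 10000 random lists of the same size matched on signal in 20 bins. Overlaps between lines were set beside 10000 draws matched in the same way. Other steps used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

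The lists, the tests, the rule for named genes and most alternative settings were fixed before the data were examined, with the values of Table S1 already seen. A test of a list that holds genes of that table is therefore not independent of it. Lists that follow terms the paper reports as enriched are not independent of these arrays either. The rule names the genes of the paper's text, the 10 largest rises and drops of each line above the median on both arrays, the 10 genes in each direction with the largest smallest change in all 3 lines, 4 members of each list with the largest mean change, list members changed 2-fold or more in 1 direction in all 3 lines, and the genes passing the test over the lines, of which there were 0. The lists cover steroid biosynthesis, the mevalonate pathway, fatty acid synthesis, the Hedgehog pathway and its core, ABC transporters, cytokines, cell adhesion, matrix and receptors, drug metabolism, steroid hormones, hormone levels, retinoids, estrogen response, TGF-beta and BMP, YAP/TEAD, AP-1, mitosis, DNA replication, hypoxia, interferon, innate defense, coagulation, cell-cell signaling, the unfolded protein response, antioxidants, cancer stem cell markers, mesenchymal and epithelial genes, the transcription factors of the study, housekeeping genes, olfactory receptor and hair keratin-associated genes, and 4 lists of cell type markers.

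Alternatives were a pseudocount of 32, filters on low signal, quantile normalization, centring on the median and other ways to join probe sets. Further ones were leaving out each line, no block, an estimated correlation for camera, and the t-test named in the methods, paired here by line. Settings that average linear signals, alone or with a minimum of 20 or 50 on the brighter array, were added after the values were seen. Each step was tested on simulated data. With changes of 1.5 on the log2 scale in 1 pair of arrays, the size rule found 93.2% of changed genes above the median signal and 73.2% below it. It called 0.8% of unchanged genes above and 33.6% below it. The noise of that simulation followed a curve over signal that was set by hand and not estimated from these arrays. Its rates are therefore not error rates of the real counts. With the spread of the real arrays, limma over the 3 lines found 32.8%, 82.1% and 98.5% of genes changed by 1, 2 and 4 on the log2 scale. The planted genes changed by the same amount in every line, so these shares need not hold for the real data. They do not show that shared changes of that size are absent here. The DAVID enrichments of processes, pathways and binding sites were not repeated here.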

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

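The limits that mark a list as standing apart, above percentile 99 or below percentile 1 of matched random lists, were set only after the results were seen, as were the tests of the share of steroid biosynthesis genes by line; the differences between lines below were not tested.

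Some lists had medians of opposite sign in 2 lines. AP-1 and immediate early genes lay 1.53 higher on the log2 scale in SUM159 than in MCF7. Innate defense genes lay 1.26 higher in MCF7 and 1.19 higher in SUM159 than in A2780, and hypoxia and glycolysis genes 0.73 higher in SUM159 than in A2780.

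Other lists stood apart within a line by both their median and their share of changed genes. The median log2 ratio of interferon-stimulated genes was 1.99 in A2780. It was -1.26 for AP-1 and immediate early genes in MCF7, -1.26 for mitosis genes and -0.78 for DNA replication genes in SUM159. TGF-beta and BMP response genes stood at -0.44 in A2780 and -0.55 in MCF7, YAP/TEAD target genes at -0.48 in SUM159, retinoid genes at -0.45 in MCF7 and antioxidant genes at 0.52 in SUM159. Marker lists and lists set beside the paper's terms were left out of this screen. By the same limits, mesenchymal breast markers stood at -0.94 in MCF7, mevalonate genes at 0.72 in A2780 and 0.61 in SUM159, steroid biosynthesis genes at 1.21 in A2780 and 0.50 in SUM159, and innate defense genes at -0.33 in A2780, 0.93 in MCF7 and 0.86 in SUM159.

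The number of genes changed by 2-fold in each line is the first pattern weighed. Noise at low signal is a candidate explanation for much of it: olfactory receptor and hair keratin-associated genes changed 1.87 times as often as all genes in A2780, 1.87 times in MCF7 and 1.87 times in SUM159. Which dim genes differ between cultures for biological reasons stays open, with 1 array per culture.

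The steroid biosynthesis genes are the second pattern. Of their 20 changes over the lines, 16 lay above the array median on the brighter array, or 80% (95% Wilson interval 58.4 to 91.9), which leaves noise at low signal undecided. The interval takes the changes as independent, though 1 gene can count in several lines. Changed or not, 14 of the 17 measured genes lay above that median in A2780, 14 in MCF7 and 15 in SUM159, so the share cannot decide the question. Against lists matched on signal, the share changed lay at percentile 100.0 in A2780 and 99.9 in SUM159. Such noise alone rarely gives that much in lists picked at random. The share lay at percentile 53.6 in MCF7, where the share of changed genes is as chance gives. The list follows a pathway that the paper reports as enriched on these same arrays. It was thus not picked at random, and these percentiles are no independent evidence against noise. The change of medium, with serum taken away and insulin added, differs between the cultures too and was not tested apart from sphere growth.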

How the results depend on the processing

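The settings that average linear signals were chosen only after the values were seen, as was the choice of the lists treated below as main results; all other settings were planned. Counts of changed genes depend on how dim genes are treated, since signal over background limits them, and the cause of the other shifts was not tested. The line is the block in the test over lines, and with no replicate block 0 genes passed, as with it, with 23 at an unadjusted p under 0.05. With no filter (1262 at that p), quantile normalization (763), the pseudocount (923) or the mean of probe sets (760) limma called 0 genes as well. Leaving out each line gave from 0 to 1 gene, the methods' t-test at its own P 601 and after adjustment 0. Genes up in both remaining lines ranged from 563 to 678 and genes down from 462 to 596.

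With the pseudocount of 32, changed genes numbered 1789 in A2780, 1821 in MCF7 and 1821 in SUM159, with 10 up and 14 down in all 3 lines. The counts of changed members, in the order A2780, MCF7, SUM159, were then 4, 6 and 4 for ABC transporters, 7, 2 and 9 for Hedgehog signaling, 15, 12 and 13 for cell adhesion molecules, 32, 39 and 36 for cytokines, 10, 11 and 7 for drug metabolism, 9, 9 and 16 for hormone levels, and 1 for steroid biosynthesis in MCF7. Above the array median the totals were 1553, 1599 and 1797, with 12 up and 12 down in all 3 lines, and the members were 4, 6 and 5 for ABC transporters, 6, 2 and 8 for Hedgehog signaling, 14, 12 and 9 for adhesion, 27, 28 and 37 for cytokines, 5, 10 and 7 for drug metabolism, 10, 8 and 10 for hormone levels, and 1 for steroid biosynthesis in MCF7. Pearson's r rose to 0.149 for A2780 and SUM159 and 0.140 for MCF7 and SUM159. Above the olfactory background the totals were 1638, 1337 and 1779, with 11 up and 11 down in all 3 lines, and the members were 5, 5 and 5 for ABC transporters, 6, 2 and 8 for Hedgehog signaling, 14, 9 and 9 for adhesion, 27, 22 and 37 for cytokines, 6, 9 and 7 for drug metabolism, 11, 7 and 10 for hormone levels, and 1 for steroid biosynthesis in MCF7. Of the changed genes of SUM159, 59.5% were then up against 48.9%.

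In A2780 57.8% of the changed genes were up, against 46.9% with quantile normalization and 41.1% with median-centred arrays, where 6 steroid biosynthesis genes changed. Counting a gene by any probe set gave 8989, 8367 and 8758 changed genes, with 936 up and 822 down in all 3 lines. The mean of probe sets gave 19 adhesion molecules and 4 steroid biosynthesis genes in MCF7. That setting also turned the sign of ABCB5 (1.12), CLDN1 (1.03) and SERPINA1 (-0.46) in A2780 and of BMP5 (-1.10) in SUM159. The mean of linear signals turned ABCB5 in A2780 (0.31) and gave 8 Hedgehog genes and 19 adhesion molecules in MCF7. With a minimum of 20 it gave 71 up and 67 down in all 3 lines, and with a minimum of 50 it gave 1851, 2091 and 1995 changed genes, with 19 up and 17 down in all 3.

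For camera, the adjusted p of steroid biosynthesis was 0.637 with an estimated correlation. ABC transporters passed with the pseudocount (0.0312), the mean of probe sets (0.00818) and genes above the median only (0.00947), as did cytokines with genes above the median only (0.0239). Lists called in none of the main tests also passed with the pseudocount and with genes above the median only: TGF-beta and BMP response genes (0.0199 and 0.0193) and YAP/TEAD targets (0.00703 and 0.00947) as lower, the unfolded protein and stress response (0.0305 and 0.0276) and fibroblast and endothelial markers (0.0447 and 0.033) as higher. YAP/TEAD targets passed with the mean of probe sets too (0.0203). With an estimated correlation none of these lists passed. The TGF-beta and BMP list and the YAP/TEAD list hold genes already seen to be down in Table S1, so their tests are not independent of it.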

Differences from the paper's values

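The settings that average linear signals were chosen only after the values were seen, and higher minimums, tried by hand as well, came no closer to the paper's counts. The paper gives 2812 genes for A2780 spheres, and 5333 were counted here at 2-fold. Of the alternatives set before the data were examined, none came within 1.5 times of it: the pseudocount gave 1789, the filters 1553 and 1638, quantile normalization 5180, centring 5583, the mean of probe sets 5350 and any probe set 8989. The mean of linear signals with a minimum of 20 gave 3756, within 1.5 times, and was chosen after seeing the values. It drops 55 of the 104 measured genes of the paper's Table S1, against 22 in the main setting and 27 with no minimum.

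The paper gives 2357 genes for MCF7 spheres against 4790 here. Of the alternatives set before the data were examined, the pseudocount (1821) and the filter above the median (1599) came within 1.5 times. Each drops 90 of the 104 measured Table S1 genes, against 22 in the main setting. The olfactory filter (1337), quantile normalization (5054), centring (4783), the mean of probe sets (4772) and any probe set (8367) did not come within 1.5 times. The mean of linear signals with a minimum of 50 gave 2091, was chosen after seeing the values and drops 82 of the Table S1 genes.

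The paper gives 2783 genes for SUM159 spheres against 5253 here. None of the alternatives set before the data were examined came within 1.5 times: the pseudocount gave 1821, the filters 1797 and 1779, quantile normalization 5159, centring 5254, the mean of probe sets 5131 and any probe set 8758. The mean of linear signals with a minimum of 20 gave 3745 and with a minimum of 50 gave 1995, both within 1.5 times and both chosen after seeing the values, and they drop 55 and 82 of the Table S1 genes.

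The paper gives 121 genes in common for the 3 lines against 312 here. None of the alternatives set before the data were examined came within 1.5 times: the pseudocount gave 24, the filters 24 and 22, quantile normalization 309, centring 312, the mean of probe sets 268 and any probe set 1758. The mean of linear signals with a minimum of 20 gave 138, was chosen after seeing the values and drops 55 of the Table S1 genes.

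For CDC20 the paper's Table S1 gives log2 ratios of 5.24 in A2780, 4.28 in MCF7 and 1.57 in SUM159, where -0.43, -0.22 and -1.81 were measured here, and each setting run for it, planned or added, kept the opposite sign. For PRPF40B, named here after its values were seen, the table gives 1.14, 2.14 and 1.30, where -0.255, -0.769 and -0.038 were measured, and no setting run for it came within 1.5 times of the table in any line. In all, 17 of the 104 measured genes of that table had the other sign in at least 1 line, these 2 in every line, and for 10 of the 17 another probe set of the gene lay within 0.01 of the table's values. CDC20 and PRPF40B have 1 probe set each here, so other ways to join probe sets could not alter their values. Probe sets with several symbols or none were not searched for the table's values, so the source of the difference stays open.

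The paper names STAT3 among the transcription factors enriched in the lines. Its Table S2 and Table S3 list STAT3, for 32.7% and 33.4% of the changed genes, and its Table S4 does not.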

Other observations

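The filter above the median was planned, but its use in the test for genes shared by the lines was added only after the results were seen. So were the reading of that test over the other settings and the settings that average linear signals. In A2780 spheres interferon-stimulated genes were higher: 17 of 25 were up by 2-fold or more and 1 down. OAS3, which senses viral RNA, went from 13.7 to 273 and HERC5, a ligase of ISG15, from 65.1 to 284, both from dim signals, and IRF9, a subunit of the interferon-activated factor, had a log2 ratio of 2.25. In MCF7 6 were up and 2 down, with HERC5 going from 16.2 to 96.5, also from a dim signal, and in SUM159 8 were up and 0 down, with IRF9 at 1.33. Over the lines the list was called higher by limma's camera (adjusted p = 2.86e-08, and adjusted p = 0.637 with an estimated correlation), with 4 of 18 genes up when adjusted over the list alone and 0 over all genes. In SUM159 spheres 28 of 30 mitosis genes were down by 2-fold or more and 0 up, against 0 up and 0 down in MCF7. AURKB, a kinase of chromosome segregation, stood at -1.75, the centromere protein CENPF at -1.69 and CDC20, which activates the anaphase-promoting complex, at -1.81. Of 26 DNA replication genes, 1 was up and 7 down in SUM159, with MCM5 and MCM7 of the helicase at -1.12 and -1.23, and 1 up and 0 down in MCF7. The SUM159 arrays are also those on which the ACTB 3′ to 5′ ratio went from 3.29 to 4.82, while that of GAPDH was 1.00 on both. Over the lines camera called mitosis genes lower (adjusted p = 1.03e-10) and DNA replication genes lower (adjusted p = 1.35e-05), each at adjusted p = 0.637 with an estimated correlation.

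Antioxidant genes were called higher by camera (adjusted p = 0.00763, and adjusted p = 0.637 with an estimated correlation), with 4 up and 2 down of 21 in A2780 (1 up and 2 down above the median signal), 2 up and 0 down in MCF7, and 6 up and 0 down in SUM159. SLC7A11, which imports cystine, stood at 2.55 in A2780, and NQO1 and GCLM, of quinone and glutathione metabolism, at 1.05 and 1.25 in SUM159. Unfolded protein and stress response genes were 0 up and 2 down of 20 in A2780, 4 up and 1 down in MCF7, and 4 up and 1 down in SUM159, with the stress factor DDIT3 at 2.18 in MCF7 and TRIB3 at 1.80 in SUM159 (adjusted p = 0.110 from camera, 0.0305 with the pseudocount, 0.0276 with genes above the median only and 0.637 with an estimated correlation). Hypoxia and glycolysis genes were 1 up and 3 down of 22 in A2780, 1 up and 3 down in MCF7, and 3 up and 0 down in SUM159, with ANGPTL4, a lipase inhibitor, at 1.93 in MCF7. Retinoid genes were 5 up and 4 down of 22 in A2780, 4 up and 7 down in MCF7, and 6 up and 3 down in SUM159, with PLAAT4 going from 76.2 to 36.7, a dim signal, in A2780 and at a log2 ratio of 2.02 in MCF7.

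Cancer stem cell markers went both ways, 4 up and 3 down of 19 in A2780, 6 up and 5 down in MCF7, and 3 up and 4 down in SUM159 (adjusted p = 0.998 from camera). CD24, a surface glycoprotein, stood at -2.88 in SUM159 and MYC at -2.39 in MCF7. CD44 stood at -0.89 in A2780, -1.52 in MCF7 and 0.54 in SUM159, with dim signals in A2780, and PROM1 was dim in every line. Epithelial genes were 3 up and 2 down of 15 in A2780, 0 up and 1 down in MCF7, and 2 up and 4 down in SUM159. Mesenchymal genes were 2 up and 1 down of 14, 2 up and 4 down, and 3 up and 2 down in the same order. Markers of mesenchymal breast lines were 0 up and 0 down of 6 in A2780 and 1 up and 3 down in MCF7. Luminal markers were 3 up and 0 down of 8 in A2780 and 1 up and 2 down in SUM159. Leukocyte markers were 3 up and 1 down of 9 in A2780, 1 up and 1 down in MCF7, and 2 up and 3 down in SUM159. Fibroblast and endothelial markers were 4 up and 1 down of 10, 1 up and 0 down, and 4 up and 0 down, with DCN, a matrix proteoglycan, at 1.79 in A2780 and 2.25 in SUM159, and 1 of 5 was up when adjusted over the list alone and 0 over all genes. Housekeeping genes had 0 changed in MCF7 and in SUM159. Olfactory receptor and hair keratin-associated genes were 22 up and 30 down of 115 in MCF7 and 22 up and 35 down in SUM159.

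Genes changed in 1 direction in all 3 lines are the third pattern weighed, against lists that overlap only because dim genes change often. For genes up, the number lay at percentile 93.18 of draws matched on signal, from 88.13 to 95.25 with the pseudocount, quantile normalization or centring, at 99.32 with the mean of probe sets, at 99 with the mean of linear signals, and at 97.3 and 98.7 with its minimums of 20 and 50. These lie on both sides of the upper bound of 95% of draws, which leaves independent lists undecided there. For genes down it lay at percentile 98.61, and from 98.1 to 100.0 with those settings, which argues against such lists. Above the median signal in every line the numbers lay at percentiles 99.68 and 100.0, and above the olfactory background at 99.08 and 100.0. For the bright genes this argues against lists that are independent once signal is matched. The draws match on signal alone, so they do not set aside probe sets that vary more than others of like signal in every line. No draws were made for opposite changes. Above the median signal of both lines, A2780 and MCF7 had 116 opposite against 63 shared up and 53 shared down. A2780 and SUM159 had 90 against 128 and 61, and MCF7 and SUM159 had 96 against 107 and 70. That the shared change of medium may account for the genes changed in all 3 lines is a hypothesis that the design leaves open. For the test over the lines, 10 splits of the 6 arrays into 3 and 3 are too few to give a share under 0.05. The real split gave 0 genes, so all 10 of 10 had to give as many. The highest of the others gave 1, in splits that keep the arrays of MCF7 together and those of SUM159 together. With the line as a block, such a split compares only A2780 sphere with A2780 parental, so it is not free of the culture. Of the 4 splits that part every pair, the real one had 835 genes at an unadjusted p under 0.05 and the others 251, 492 and 365.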
